# The *N*6‐methyladenosine RNA landscape in the aged mouse hippocampus

**DOI:** 10.1111/acel.13755

**Published:** 2022-12-09

**Authors:** He Huang, Renhua Song, Justin J.‐L. Wong, Victor Anggono, Jocelyn Widagdo

**Keywords:** aged brain, epitranscriptomic, hippocampus, *N*6‐methyladenosine, RNA methylation

## Abstract

The aged brain is associated with an inevitable decline in cognitive function and increased vulnerability to neurodegenerative disorders. Multiple molecular hallmarks have been associated with the aging nervous system through transcriptomics and proteomic studies. Recently, epitranscriptomic analysis has highlighted the role of RNA chemical modification in various biological processes. In particular, *N*6‐methyladenosine (m6A), the most abundant internal modification in eukaryotic mRNAs, has been functionally linked to multiple aspects of RNA metabolism with the roles of m6A in processes such as learning and memory, leading to our current investigation of how the m6A‐transcriptomic landscape is shaped during aging. Using the inbred C57BL/6 line, we compared the m6A‐transcriptomic profiles from the hippocampi of young (3‐month‐old) and aged (20‐month‐old) mice. Methylated RNA immunoprecipitation (MeRIP)‐sequencing analysis revealed hyper‐ and hypomethylation in 426 and 102 genes, respectively, in the aged hippocampus (fold change >1.5, false discovery rate <0.05). By correlating the methylation changes to their steady‐state transcript levels in the RNA‐Seq data, we found a significant concordance between m6A and transcript levels in both directions. Notably, the myelin regulator gene *Gpr17* was downregulated in the aged hippocampus concomitant with reduced m6A levels in its 3'UTR. Using reporter constructs and mutagenesis analysis, we demonstrated that the putative m6A sites in the 3'UTR of *Gpr17* are important for mRNA translation but not for regulating transcript stability. Overall, the positive correlation between m6A and the transcript expression levels indicates a co‐transcriptional regulation of m6A with gene expression changes that occur in the aged mouse hippocampus.

## 1 INTRODUCTION, RESULTS, AND DISCUSSION

Over 170 different RNA modifications have been identified so far (Cantara et al., 2011), among which m6A is the most frequently found internal modification in eukaryotic messenger RNAs (mRNAs) (Dominissini et al., 2012; Meyer et al., 2012). The molecular actions of m6A have been associated with various aspects of mRNA regulation in a myriad of biological systems, including the central nervous system (Livneh et al., 2020; Widagdo & Anggono, 2018; Widagdo, Wong, & Anggono, 2022). Depletion or modulation of m6A has led to its implication in multiple physiological functions of the mammalian brain, including the regulation of cortical development (Yoon et al., 2017), learning and memory (Koranda et al., 2018; Shi et al., 2018; Walters et al., 2017; Widagdo et al., 2016; Zhang et al., 2018), and the stress response (Engel et al., 2018). Recent studies have also linked m6A dysregulation to the pathology of age‐related neurodegenerative disorders such as Alzheimer's disease (Huang et al., 2020; Shafik et al., 2021; Zhao et al., 2021), raising the question of how the m6A‐transcriptomic landscape is regulated in the brain during normal aging.

The hippocampus is particularly vulnerable to age‐related decline, including in functions such as learning and memory, and has been associated with changes in transcriptional, epigenetic, and homeostatic cellular processes during aging (Fan et al., 2017). To examine the m6A‐RNA regulation in neurocognitive aging, we used a well‐established C57BL/6 mouse model of age‐related cognitive decline (Bach et al., 1999; Verbitsky et al., 2004), to compare the m6A‐transcriptomic landscape of young (3‐month‐old) and aged (20‐month‐old) mice (Figure S1a). Hippocampal RNAs were first examined for the modulation of several of known aging‐related genes. In line with previous reports (Bettio et al., 2017; Cribbs et al., 2012; Stilling et al., 2014), our quantitative reverse transcription PCR (qRT‐PCR) analyses detected an upregulation of *Neat1* long non‐coding RNA, the complement factor *C4b*, and the neuroinflammatory gene *Trem2*, as well as the downregulation of *Cldn2*, a tight junction component, in the aged samples (Figure S1b). RNA sequencing (RNA‐Seq) analysis of the hippocampi (three biological replicates per age group) revealed a total of 125 significantly upregulated and 121 downregulated genes (fold changes ≥1.5) in the aged mice (Figure S1c,d). 

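Hippocampal RNA of 3 young (3-month-old) and 3 aged (20-month-old) male C57BL/6 mice, an inbred laboratory strain, was sequenced, with 1 library per mouse. The methods state that the 3 replicates per age group were selected from a qPCR assay made beforehand, without naming the criterion, and the paper reports Neat1, C4b, Trem2 and Cldn2 by qRT-PCR, so that p-values of these genes do not come from mice known to be unselected. The methods give the age of the young mice as 12 weeks. The submitters' processing notes name Trim Galore 0.6.6 for trimming, STAR 2.7.8a for alignment, edgeR and the mouse genome build mm39, while the extended methods name Trimmomatic and an earlier version of STAR. The authors deposited log2 CPM values, CPM being counts scaled to the library total, for each library and each of 16703 genes, together with their own fold changes and FDR values. Undone from the log scale, the values were whole numbers to within 1.2e-08. These are adjusted counts and not raw reads, because 1 weighted sum of the 6 libraries was constant across genes to within rounding error, which is what the removal of 1 factor of unwanted variation (RUV, an option that the extended methods name) leaves behind. The totals of the adjusted counts were 15238190, 15311895 and 15393656 in the young mice and 15904809, 17548247 and 17042873 in the aged mice. They do not give the sequencing depth, which the deposited values do not hold; the extended methods state the coverage of the sequenced reads before these steps. Aged replicates 2 and 3 differed by 0.562 times the counting noise expected of separate libraries, against 1.42 to 3.86 times for the other pairs. They were kept as separate samples, since in simulated libraries the removal of a factor alone brought a pair as low as 0.152 times that noise. The SDs given here, and statements that the groups do not overlap, describe these adjusted values. The removal took out mostly spread within the groups, so they do not give the spread among mice before it. The log2 CPM of aged and young mice were compared with limma, with the removed direction as a term beside age, and p-values were adjusted by the Benjamini-Hochberg method over the 16703 genes. Choices that could change the numbers are this term, the small number of mice and the filter on low genes that the authors had already applied.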

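The complement genes C4b and C3 were among the largest rises in the aged hippocampus, and genes of the choroid plexus were among the largest falls. C4b (ENSMUSG00000073418.5), a complement component, rose from 43.3 ± 6.76 CPM in young to 177 ± 24.3 CPM in aged mice (SD, n = 3 mice per group), a log2 fold change of 2.03 (standard error 0.103, adjusted p = 4.7e-08 from limma). The rises next in size among genes past the FDR threshold with a mean of at least 1 CPM and no overlap between the groups were those of Klk6, a protease of oligodendrocytes (1.98), C3 (1.88), G530011O06Rik (1.79), Gm42756 (1.56), Usp18, an interferon-induced protease (1.50), Spag6 (1.48), Depp1 (1.46), Bdkrb2 (1.39) and Txlnb (1.35), given as log2 fold changes. The largest falls by the same rule were those of Steap1 (-2.48), Capn11 (-2.19), Mfrp (-2.14), 2900040C04Rik (-2.04), Kcnj13, a potassium channel of the choroid plexus (-2.02), the water channel Aqp1 (-1.92), Igfbpl1 (-1.91), the tight junction gene Cldn2 (-1.71), F5 (-1.71) and Top2a, which is expressed in dividing cells (-1.65). At an FDR under 0.05 and a fold change of at least 1.5, 63 genes were higher and 55 were lower in the aged mice. At any fold change, 200 were higher and 131 were lower. All 118 genes past both thresholds are also called in the authors' deposited table, which calls 125 higher and 120 lower, and 328 of the 331 called at any fold change are called there. Of the 55 lower genes, 18 are on a list of 28 choroid plexus markers fixed beforehand. The mean log2 CPM of 5 of these markers (Ttr, Folr1, Kl, Clic6 and Kcnj13) was 6.05 to 6.41 in the young mice and 5.86, 3.97 and 4.41 in aged replicates 1, 2 and 3. In 4546 genes (27.2%) the values of aged and young mice did not overlap, where chance gives 10% for exchangeable libraries, which the removal of a factor nearly unrelated to age does not leave. Without the removed direction as a term, 319 genes were higher and 204 lower at any fold change, and Steap1, Mfrp, Igfbpl1 and Cldn2 were not past the FDR threshold (adjusted p = 0.059, 0.089, 0.074 and 0.057 from limma). Mfrp was at -1.06 without aged replicate 2 (adjusted p = 0.071 from limma) and at -3.08 without aged replicate 1 (adjusted p = 8.5e-08). With the mean of the 5 choroid plexus markers as a covariate it was at 0.24 (adjusted p = 0.84). Past both thresholds, 35 genes were higher and 10 lower without young replicate 1, 27 were higher without aged replicate 1, 32 were higher and 23 lower without aged replicate 2, and 36 were higher without aged replicate 3. At any fold change, 59 to 184 genes were higher and 22 to 116 lower with 1 library left out, the lowest numbers being those without aged replicate 3 and without young replicate 1, and 34 were higher and 31 lower with the choroid plexus covariate. That covariate has a correlation of -0.80 with age, which weakens the fit, so calls lost with it do not alone show dependence on choroid plexus content.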

Gene ontology (GO) analysis of differentially expressed genes highlighted the enrichment of biological processes previously associated with aging, including upregulation in the immune and defiance response pathways (*C3*, *Il33*, and *Trem2*) and downregulation in extracellular matrix organization (*Sulf1*, *Col9a3*, *Col8a2*, and *Col3a1*) (Figure S1e).

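C3 (ENSMUSG00000024164.16), the central component of complement, rose from 1.94 ± 0.134 to 7.46 ± 0.592 CPM in the aged mice (SD, n = 3 mice per group), a log2 fold change of 1.88 (standard error 0.187, adjusted p = 7.8e-05 from limma). The cytokine Il33 rose by 0.83 on the log2 scale (standard error 0.084, adjusted p = 7.8e-05 from limma), and Trem2, a receptor of microglia, by 0.73 (standard error 0.110, adjusted p = 0.0028). Of 17 complement genes, 5 were higher and none was lower, among them C1qa (0.64) and C1qb (0.61), with 7 higher and 1 lower when adjusted over the list alone. Of 21 genes of activated microglia, 8 were higher, including Lyz2 (1.26), Clec7a (2.52) and Apoe (0.23), and of 14 markers of homeostatic microglia 4 were higher, including Cx3cr1 (0.44), with 11 and 9 higher when adjusted over each list alone. Clec7a was near the floor, with means of 0.13 CPM in young and 1.28 CPM in aged mice, so the size of its rise is uncertain (3.02 in the authors' deposited table). Of 14 genes of class I antigen presentation, 5 were higher, including B2m (0.53) and H2-K1 (0.57), and of 20 genes of reactive astrocytes 8 were higher, including Gfap (0.49) and Vim (0.32), with 8 and 8 higher when adjusted over each list alone. Of 22 interferon-stimulated genes, 2 were higher, with 8 higher when adjusted over the list alone. These lists share genes: C4b is on those of complement and reactive astrocytes, and H2-D1 on those of class I antigen presentation and reactive astrocytes. With adjustment over all genes, no gene of these 6 lists was lower. By camera with a preset correlation of 0.01 between genes, all 6 lists were higher (adjusted p = 1.6e-06, 6.9e-11, 1.0e-09, 6.9e-11, 3.1e-08 and 2.0e-06 in the order given). None of them held with an estimated correlation (adjusted p = 0.19, 0.16, 0.16, 0.19, 0.19 and 0.27). That version rests on the 3 residual degrees of freedom and passed none of the 40 lists, so it has little power here. Its result does not show that the changes are absent. By fry, another list test, activated microglia (adjusted p = 0.0067), homeostatic microglia (0.036) and class I antigen presentation (0.036) passed. Complement (0.051), reactive astrocytes (0.051) and interferon-stimulated genes (0.11) did not. Among the matrix genes, Sulf1, an enzyme that edits heparan sulfate, fell from 31.3 ± 7.48 to 15.9 ± 2.27 CPM (SD, n = 3 per group; log2 fold change -0.95, standard error 0.151, adjusted p = 0.0041 from limma). The collagen chains Col9a3 (-0.73, standard error 0.110, adjusted p = 0.0027), Col8a2 (-0.74, standard error 0.120, adjusted p = 0.0048) and Col3a1 (-1.41, standard error 0.299, adjusted p = 0.025) fell in the same test. Of 40 collagens, 5 were lower and none was higher (19 lower and 1 higher when adjusted over the list alone; median log2 fold change -0.27, adjusted p = 2.1e-07 from camera and adjusted p = 0.33 with an estimated correlation). Of 47 other matrix genes, 5 were lower, including Serpinh1 (-0.51) and Ncan (-0.24), and 1, Hapln2, was higher (12 lower and 2 higher when adjusted over the list alone; adjusted p = 8.7e-04 from camera and adjusted p = 0.34 with an estimated correlation). Col9a3 and Col8a2 also stand on the list of choroid plexus markers, of which 18 of 28 were lower (median log2 fold change -1.11, adjusted p = 1.7e-33 from camera and adjusted p = 0.19 with an estimated correlation). Of 25 markers of meningeal fibroblasts, including Col3a1, 4 were lower (median log2 fold change -0.25, adjusted p = 1.1e-05 from camera and adjusted p = 0.51 with an estimated correlation). With the mean of 5 choroid plexus markers as a covariate, limma gave log2 fold changes of -0.60 for Sulf1, -0.32 for Col9a3 and -0.44 for Col8a2 (adjusted p = 0.42, 0.47 and 0.49) and 0.72 for Trem2 (adjusted p = 0.16), and without aged replicate 3 it gave -0.30, -0.30, -0.41 and 0.76 (adjusted p = 0.48, 0.38, 0.39 and 0.093). Col3a1 kept its call in both, at -2.27 (adjusted p = 0.028 from limma) and -2.54 (adjusted p = 0.0030). The covariate has a correlation of -0.80 with age, which weakens the fit. A call lost with it, as for Trem2 at a nearly unchanged fold change, does not alone show dependence on choroid plexus content. Without aged replicate 3 the removed direction has a correlation of -0.75 with age, and keeping it as a term moves the fold changes. These values therefore do not show how far the changes rest on that mouse. Without young replicate 1 the adjusted p was 0.061 for Sulf1, 0.056 for Col8a2 and 0.13 for Col3a1, and that of Col3a1 was 0.072, 0.12 and 0.053 without young replicate 2, aged replicate 1 and aged replicate 2, and 0.053 without the removed direction as a term.

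**Figure D1:**
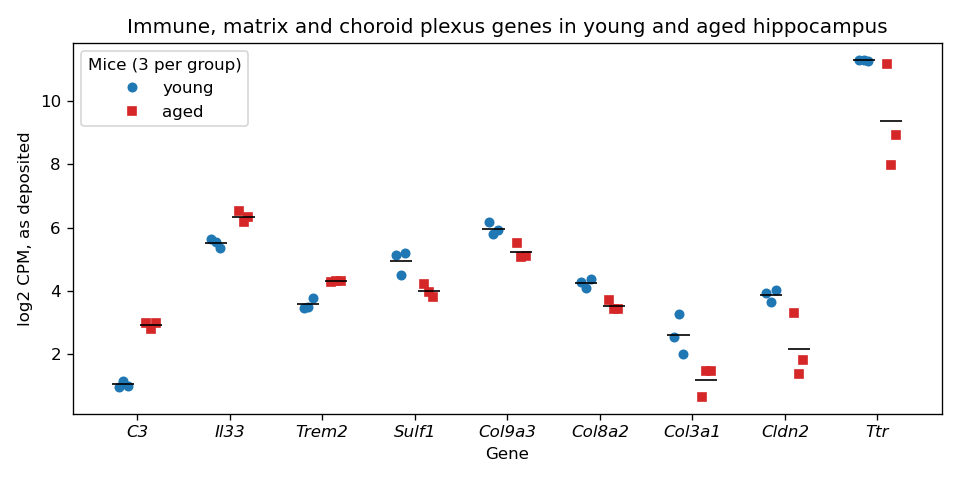
Deposited log2 CPM (vertical axis) of immune, matrix and choroid plexus genes (horizontal axis) in the hippocampus of 3 young and 3 aged mice. Circles are young mice, squares are aged mice, each point is 1 mouse, and horizontal lines are group means. The values are those left after the removal of 1 factor, so the spread and the separation of the groups are not those of unadjusted values. All aged mice lie above all young mice for C3, Il33 and Trem2 and below them for Sulf1, Col9a3, Col8a2, Col3a1 and Cldn2, while Ttr spans 252 to 2336 CPM in the aged mice and 2482 to 2531 CPM in the young mice.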

We next performed methylated RNA immunoprecipitation sequencing (MeRIP‐Seq) analysis by coupling the polyA‐enriched RNA to m6A‐immunoprecipitation protocol (Widagdo et al., 2016). A total of 8084 and 7527 m6A peaks were detected in the young and aged hippocampus, respectively, which corresponded to 4834 and 4585 genes (>92% of which were protein‐coding) (Figure S2a). A similar distribution along the mRNAs was observed in young and aged mice, with the highest frequencies located in the exons and 3′ untranslated regions (3'UTR), particularly in the vicinity of the stop codon (Figure 1a,b). Sequence motif analyses of the peaks also revealed an enrichment of the core m6A consensus motif GGAC in both groups (Figure 1c).

**FIGURE 1:**
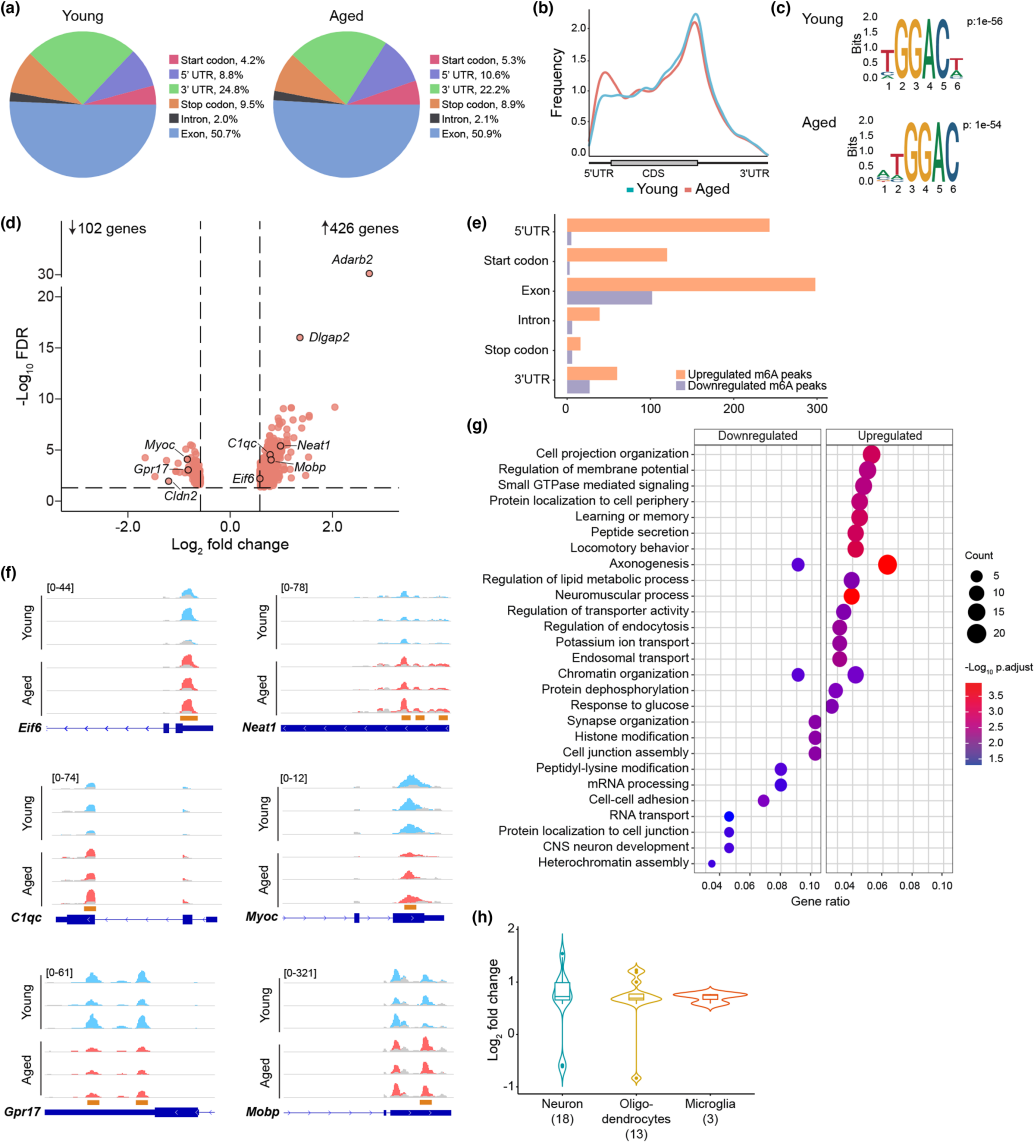
Aged hippocampal m6A‐transcriptomic profiles. (a and b) Distribution and metaplot of all MeRIP‐Seq‐identified peaks in the hippocampal RNAs of young and aged mice. (c) The enriched consensus motif associated with m6A peaks in young and aged mice. (d) Volcano plot showing aged‐associated increases and decreases in methylation (fold change >1.5; FDR >0.05). (e) Location of the up‐ and downregulated m6A peaks in mRNAs. (f) Representative traces of up‐ and down‐m6A‐regulated transcripts in the aged hippocampus. Blue and red traces are immunoprecipitated coverages of young and aged samples, respectively, overlaid with the input (gray) coverages. Orange bars indicate the location of DM peaks. (g) GO enrichment analyses of age‐modulated m6A transcripts. (h) Cell type‐specific analyses of DM genes based on Guo et al. (2019) showing a general hypermethylation in 18 neuron‐, 13 oligodendrocyte‐, and three microglia‐specific genes.

Differential analysis of the m6A peaks revealed a total of 528 differentially methylated (DM) genes (862 peaks; fold change >1.5 and FDR <0.05) in the aged compared with the young mice. Hypermethylation in 426 genes was mostly found in their coding sequence (exonic) and 5'UTR regions, whereas hypomethylation in 102 genes mostly resided in the coding sequence (exonic) and 3'UTR regions (Figure 1d,e; Table S1). Examples of DM genes in the aged animals included *Eif6*, *C1qc*, *Neat1*, and *Mobp* with hypermethylated peaks, and *Gpr17* and *MyoC* with hypomethylated peaks (Figure 1f). Overall, the top biological processes associated with hypermethylated genes were the cell projection organization, regulation of membrane potential, and small GTPase signal transduction (Rap1 signaling), relevant to functions of diverse types of synapses (Figure 1g; Figure S2c; Table S2). By contrast, the top biological processes associated with hypomethylated genes were synapse organization, histone modification, and cell junction assembly (Figure 1g). Interestingly, both hyper‐ and hypomethylation of distinct genes were associated with axonogenesis and chromatin organization (Figure S2b), highlighting a multidimensional role of m6A in regulating specific molecular processes during aging (Figure S2b).

As one of the functions of m6A is to modulate transcript stability (Wang, Li, et al., 2014; Wang, Lu, et al., 2014), we examined the correlation between changes in m6A and their transcript levels in aging. 

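Genes with a higher m6A signal in the aged hippocampus tended to have higher RNA log2 fold changes than genes with a lower m6A signal. The changes in m6A were taken from the copy of Table S1 used here and are the paper's values, averaged over the distinct peaks of each gene. This copy holds 831 rows, 821 of them with values, for 512 distinct peaks, since a peak can stand on several rows. The paper states 862 peaks, and not whether repeated rows are counted. Of the 509 gene names in this copy, 431 matched a gene with RNA values, 345 of them hypermethylated and 86 hypomethylated. In 264 of the 431 genes the m6A and RNA changes had the same sign. Across these genes, Spearman's correlation coefficient between the log2 fold changes of m6A and RNA was 0.316 and Pearson's r was 0.364 (each p = 1.0e-05, the smallest that 100000 permutations can give; adjusted p = 1.5e-05 for Spearman's coefficient over the 3 groups of DM genes examined). The test was two-sided, and genes are not independent replicates. Table S1 gives immunoprecipitated counts and no input counts, and the extended methods name no correction for input in the test of m6A peaks. The m6A changes used here can therefore carry the RNA change of the gene itself. Within the 345 hypermethylated genes alone Spearman's coefficient was 0.049 (permutation p = 0.365), and within the 86 hypomethylated genes alone it was 0.0017 (permutation p = 0.987).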

Our analysis revealed that DM genes displayed an overall modest but significant linear correlation with the RNA expression changes during aging (*R* = 0.3, *p* = 1 e^−11^; Figure 2a). 

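Of the DM genes with an m6A peak in the 3'UTR, 53 matched a gene with RNA values, 33 of them hypermethylated and 20 hypomethylated, and the m6A and RNA changes had the same sign in 36. Gpr17, a receptor of the oligodendrocyte lineage, was among those with less m6A and less RNA. Across the 53 genes, Spearman's correlation coefficient was 0.463 (two-sided permutation test, p = 6.0e-04, and the same after adjustment over the 3 groups) and Pearson's r was 0.457 (permutation p = 3.0e-05). By bootstrap over genes the standard deviation of Spearman's coefficient was 0.125 here and 0.045 over all DM genes, and the difference between these values was not tested. Within the 33 hypermethylated genes Spearman's coefficient was 0.083 (permutation p = 0.645), and within the 20 hypomethylated genes it was -0.006 (permutation p = 0.983). Spearman's coefficient was 0.273 without aged replicate 3, where the removed direction has a correlation of -0.75 with age and moves the RNA fold changes.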

Based on the location of the peaks, DM genes associated with 3'UTR‐m6A peaks exhibited the highest linear correlation (74 genes, *R* = 0.48, *p* = 1.5 e^−5^; Figure 2b). Applying the regression analysis on a subset of DM genes with differential transcript levels based on our RNA‐Seq analysis (FDR <0.05) produced a stronger linear correlation (41 genes, *R* = 0.83, *p* = 3 e^−11^; Figure 2c). 

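With an RNA FDR under 0.05 in the comparison by limma, 28 DM genes remained, and in all 28 the m6A and RNA changes had the same sign. The 18 hypermethylated genes included Apod (RNA log2 fold change 0.72), Neat1 (0.78), Hapln2 (0.77) and the complement gene C1qc (0.52), and the immediate early gene Nr4a1 (0.58). The RNA change of C1qc was not past the threshold without aged replicate 3 (0.47, adjusted p = 0.097 from limma). Nor was it with choroid plexus markers as a covariate (0.54, adjusted p = 0.074 from limma). Its fold change did not shrink in that fit, which is weakened because the covariate has a correlation of -0.80 with age. The 10 hypomethylated genes included Cldn2 (-1.71), Gpr17 (-0.72), Ptpro (-0.49) and the neuronal genes Map2 (-0.17) and Islr2 (-0.31). Spearman's correlation coefficient across the 28 genes was 0.776 and Pearson's r was 0.878 (two-sided permutation test, each p = 1.0e-05, the smallest that 100000 permutations can give; adjusted p = 1.5e-05 for Spearman's coefficient over the 3 groups). Within the 18 hypermethylated genes Spearman's coefficient was 0.276 (permutation p = 0.267) and within the 10 hypomethylated genes it was 0.285 (permutation p = 0.427). Choosing genes by both their m6A and their RNA change leaves out small changes. The coefficients across the 28 genes therefore cannot be set against those over all DM genes. The paper proposes co-transcriptional regulation of m6A as a possible explanation of such concordant changes.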

The genes with the most significant co‐regulated m6A‐transcript changes included the upregulated *Pcdh9*, *Pcdh3*, *Hapln2*, *Apod*, *Neat1*, *Espn*, and *Pcdhga2* and the downregulated *Gpr17* and *Cldn2* in the aged hippocampus.

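Hapln2, a link protein of the matrix at nodes of Ranvier, rose from 24.5 ± 3.35 to 41.6 ± 1.40 CPM in the aged mice (SD, n = 3 mice per group), a log2 fold change of 0.77 (standard error 0.093, adjusted p = 3.5e-04 from limma). The lipid carrier Apod, also expressed in mature oligodendrocytes, had a log2 fold change of 0.72 (standard error 0.073, adjusted p = 7.8e-05), and the long non-coding RNA Neat1 one of 0.78 (standard error 0.083, adjusted p = 1.0e-04). The paper's m6A log2 fold changes in Table S1 were 1.24 for Hapln2, 0.77 for Apod and 0.98 for Neat1. Among the protocadherins, cell adhesion molecules of neurons, Pcdhb9 (0.85, standard error 0.099, adjusted p = 2.9e-04 from limma), Pcdhb3 (0.86, standard error 0.139, adjusted p = 0.0048) and Pcdhga2 (0.62, standard error 0.135, adjusted p = 0.029) rose, and the paper's m6A changes were 0.77, 0.83 and 0.85. Pcdhb9 and Pcdhb3 are the names in Figure 2c. Pcdh9 had a log2 fold change of -0.03 (standard error 0.051, adjusted p = 0.82), and no gene named Pcdh3 was tested. Espn, an actin-bundling protein, had a log2 fold change of 0.69 (standard error 0.186, adjusted p = 0.074), higher in every aged mouse than in every young mouse. Cldn2 (ENSMUSG00000047230.7) fell from 14.6 ± 1.93 to 5.22 ± 4.00 CPM (SD, n = 3 per group; log2 fold change -1.71, standard error 0.334, adjusted p = 0.016 from limma), and the paper's m6A change was -1.20. Cldn2 is expressed in the choroid plexus, and the other 27 choroid plexus markers had a median log2 fold change of -1.08. With choroid plexus markers as a covariate the log2 fold change of Cldn2 was -0.14 (adjusted p = 0.91 from limma). Without aged replicate 2 it was -1.05 (adjusted p = 0.053), and without aged replicate 3 it was -0.56 (adjusted p = 0.67). In the latter fit the removed direction has a correlation of -0.75 with age and moves the fold change. The value of -0.56 therefore does not show how far the fall rests on that mouse. Aged replicates 1 and 2 were at 9.81 and 2.45 CPM, and the young mice at 12.5 to 16.2 CPM. The adjusted p of Cldn2 was 0.13 without young replicate 1 and 0.057 without the removed direction as a term. The adjusted p of Pcdhga2 was 0.058 to 0.30 when any 1 library other than young replicate 3 was left out, and that of Pcdhb9 was 0.051 without aged replicate 3. With the choroid plexus covariate, Pcdhb3 was at 1.01 (adjusted p = 0.092 from limma) and Pcdhga2 at 0.49 (adjusted p = 0.55). The covariate has a correlation of -0.80 with age, which weakens the fit, so a lost call alone does not show dependence on choroid plexus content.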

**FIGURE 2:**
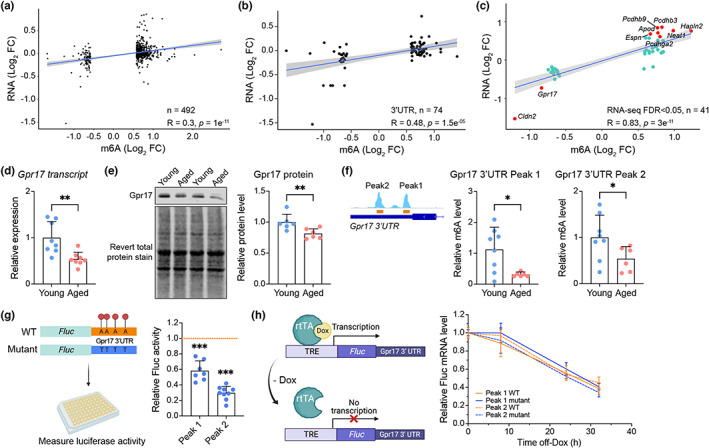
Concordant changes in m6A and transcript levels in aged hippocampus. (a) Regression analysis (Spearman's correlation) of DM genes showing the relationship between m6A fold change and its RNA transcript level in aged animals. Similar analyses were applied to (b) a subset of DM genes with m6A changes in the 3'UTR and (c) a subset of genes co‐detected as differentially expressed genes from the RNA‐Seq datasets (FDR <0.05 regardless of fold change). Turquoise dots denote genes with significant expression changes in the aged hippocampus (FDR <0.05, no fold change applied, 41 genes), and red dots denote genes with significant differential fold change >1.5 (9 genes). (d) qRT‐PCR analysis of *Gpr17* normalized to *Rpl13a* (e) Representative Western blot showing Gpr17 protein levels in the young and aged mouse hippocampus and the total stain by Revert. Quantification of Gpr17 protein levels normalized to the Revert staining is shown in the bar graph (*n* = 6). (f) MeRIP‐qPCR validation of m6A changes in peak 1 and peak 2 of *Gpr17*. (g) Measurement of the luciferase signals in cells transfected with Fluc‐Gpr17(3'UTR) reporter constructs showing the relative luciferase expression in the mutant peak 1 or peak 2 transfection relative to the corresponding wild‐type levels. (h) Schematics of the tetracycline‐inducible reporter constructs. The presence of doxycycline (Dox) binds the rtTA transcription factor and subsequently binds to the response element and induces the luciferase expression. In the absence of Dox, the rtTA does not bind the response element and the expression of luciferase is inhibited. The measurement analysis reveals the levels of remaining luciferase mRNA normalized to the β‐actin gene in the cells. All data are presented as mean ± *SD* (Mann–Whitney *U* test, *p < 0.05, **p < 0.01, ***p < 0.0001).

One of the top m6A co‐regulated transcripts was downregulated in its overall transcript and m6A levels, *Gpr17,* has recently emerged as a key regulator of myelin in the aging brain (Marschallinger et al., 2015; Rivera et al., 2021). 

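Gpr17 (ENSMUSG00000052229.6), a G protein-coupled receptor of oligodendrocyte precursors that are committed to differentiate, fell from 58.6 ± 4.94 CPM in young to 35.6 ± 1.67 CPM in aged mice (SD, n = 3 mice per group). The log2 fold change was -0.72 (standard error 0.074, adjusted p = 9.0e-05 from limma), and every aged mouse had a lower value than every young mouse. Of 15 markers of committed precursors, Gpr17 was lower, Bcas1 was higher (0.29, adjusted p = 0.040 from limma, and 0.070 without the removed direction as a term) and 13 did not pass the test, with 5 lower and 1 higher when adjusted over the list alone. The list was lower by camera (median log2 fold change -0.12, adjusted p = 0.0027, and adjusted p = 0.19 with an estimated correlation). Of 29 markers of mature oligodendrocytes, 12 were higher and none was lower, with 15 higher and 1 lower when adjusted over the list alone (median log2 fold change 0.21, adjusted p = 4.7e-08 from camera, and adjusted p = 0.39 with an estimated correlation), and of 15 markers of oligodendrocyte precursors, 1 was lower and none was higher, with 2 higher and 1 lower when adjusted over the list alone (adjusted p = 0.98 from camera). The copy of Table S1 lists 4 DM peaks of Gpr17, each in the 3'UTR, on chromosome 18 of the build to which the m6A reads were aligned (mm10). They run from 31945017 to 31945232, from 31945466 to 31945668, from 31946133 to 31946335 and from 31946588 to 31946788, and the paper's m6A log2 fold changes there are -0.62, -1.00, -0.84 and -0.87.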

As two distinct peaks at the 3'UTR of *Gpr17* were significantly decreased in the aged hippocampus (Figure 1f), we further investigated a possible role of m6A in *Gpr17* transcript regulation. The downregulation of *Gpr17* at the transcript and protein levels in the aged hippocampus was first confirmed by qRT‐PCR and Western blot analyses (Figure 2d,e). Using MeRIP‐qPCR assays, we further verified the decreased levels of m6A in the proximal (“peak 1”) and distal (“peak 2”) 3'UTR of *Gpr17* (Figure 2f). To study the functional importance of the m6A‐targeted sites, we generated mini‐gene constructs consisting of the reporter firefly luciferase *Fluc* gene fused with the 3'UTR sequence of *Gpr17* containing either peak 1 or peak 2 (Figure 2g). When transfected in HEK293 cells, the transcript levels of *Fluc* measured by qPCR were comparable between wild‐type and mutant constructs (data not shown); however, mutations of either peak resulted in a significant reduction in the firefly luciferase levels compared with the wild‐type 3'UTR construct (Figure 2g). This result suggested a role of the 3'UTR m6A sites in the regulation of translation or transcript stability. To determine the transcript degradation rates associated with the 3'UTR sequences, we generated an inducible tetracycline‐controlled gene expression system to enable the induction of *Fluc* transcription only in the presence of doxycycline and measured the level of the remaining mRNA in a chase assay. Following doxycycline removal, the mRNA decay profiles associated with all reporter constructs were similar across groups (Figure 2h). These data suggest that m6A methylation in the 3'UTR of *Gpr17* mRNA regulates translation efficiency, but not transcript stability, at least in a reconstituted system. GPR17 is predominantly expressed in oligodendrocytes, the myelinating cells of the central nervous system, and its downregulation is required for active myelination (Chen et al., 2009). By contrast, upregulation of GPR17 is associated with demyelinating diseases (Lecca et al., 2020). We propose that modulation of Gpr17 translation by m6A may serve as a post‐transcriptional mechanism that dampens its function during aging.

Akin to epigenetic mechanisms, the role of RNA modification in modulating cellular changes associated with the aging process has been much anticipated (McMahon et al., 2021). However, despite the plethora of functions associated with m6A, few studies have explored the role of m6A in the context of aging. An overall reduction in m6A modifications has been reported in the peripheral blood mononuclear cells derived from aged relative to young individuals (Min et al., 2018). In the central nervous system, examination of the mouse cerebral cortex showed an overall hypermethylation in the moderate‐age (12‐month‐old) mice compared with young ones, and a similar trend was observed in the post‐mortem aged human brain compared with that of adolescents (Shafik et al., 2021). In our study, aged male mice also had higher proportion of hypermethylated mRNAs in their hippocampal m6A landscape, with the age‐related increase in m6A being attributable to many cell‐type‐specific genes in neurons (excitatory and inhibitory), oligodendrocytes, and microglia (Figure 1h). Although the sex‐specific molecular changes that have been reported in the hippocampus during aging are subtle (Berchtold et al., 2008), the possibility of sex differences in the m6A profile, such as those leading to differential neuroinflammation and microglial activation during aging (Mangold et al., 2017), cannot be discounted.

Our observation of a general concordant regulation of m6A and its transcript levels in the aged hippocampus may be explained by co‐transcriptional regulation of m6A (Aguiló et al., 2015; Huang et al., 2019). An increasing number of studies have reported a complex cross‐regulation between m6A RNA and the transcriptional machinery, whereby m6A may play an active role in modulating nascent RNA synthesis via chromatin‐associated factors (Lee et al., 2016; Li et al., 2020; Liu et al., 2020; Widagdo, Anggono, & Wong, 2022; Xu et al., 2022). We propose that dissecting the functional impact of m6A on transcription and vice versa, by manipulating m6A biogenesis in animal models, will be a critical future step. Although we did not detect changes in the expression of any m6A readers in the aged hippocampus (data not shown), a recent study has shown that the mislocalization of an indirect m6A reader HNRNPA2B1 and the associated m6A‐modified RNA is driven by tau pathology in Alzheimer's disease (Jiang et al., 2021). Therefore, investigating the state of m6A writers, erasers, and readers (localization, activity, and post‐translational modifications) will contribute toward understanding the role of m6A in regulating gene expression and its functional significance in the aging brain.

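Of 13 listed m6A readers, 10 were measured, and none passed an FDR of 0.05 in limma between aged and young mice, while 1 was lower when adjusted over the readers alone. It was also the only reader at an unadjusted p under 0.05, the RNA-binding protein Hnrnpa2b1, with 499 ± 31.4 CPM in young and 446 ± 9.56 CPM in aged mice (SD, n = 3 mice per group), a log2 fold change of -0.16 (standard error 0.047, adjusted p = 0.11 from limma, 95% confidence interval -0.26 to -0.06). The YTH domain readers had log2 fold changes of -0.05 (Ythdf1), -0.06 (Ythdf2), -0.10 (Ythdf3), -0.04 (Ythdc1) and -0.07 (Ythdc2). Over the 21 measured writers, erasers and readers, 3 had an unadjusted p under 0.05, the others being the methyltransferase Mettl16 (-0.18, adjusted p = 0.23 from limma) and the writer subunit Virma (-0.16, adjusted p = 0.25). The methyltransferase Mettl3 had a log2 fold change of -0.13, and the erasers Fto and Alkbh5 of 0.07 and -0.04. None of the 21 passed over all genes or when adjusted over the 21 alone. By camera the machinery as a list was slightly lower (median log2 fold change -0.04, adjusted p = 0.038, and adjusted p = 0.27 with an estimated correlation) and the readers had no call (adjusted p = 0.076). The 95% confidence intervals of the 21 log2 fold changes lay between -0.36 and 0.23. None of the 21 genes has an FDR under 0.05 in the authors' deposited table, and without young replicate 3 the reader Hnrnpa2b1 passed (log2 fold change -0.21, adjusted p = 0.025 from limma).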

## 2 EXPERIMENTAL PROCEDURES

### 2.1 Animals

Male C57BL/6 mice, housed on a 12‐h light/12‐h dark schedule and fed ad libitum, were used for this study. At 12 weeks or 20 months of age, the mice were sacrificed by rapid decapitation. Hippocampal tissues were rapidly dissected and flash‐frozen in liquid nitrogen. Experiments were approved by the University of Queensland Animal Ethics Committee (AEC approval number QBI/047/18).

### 2.2 RNA isolation and sequencing

Total RNA extraction was performed from individual hippocampal tissue using NucleoZol and NucleoSpin RNA Set (Macherey‐Nagel) with rDNase treatment. The RNA quality, all with RIN >8.7, was verified using the Agilent 2100 Bioanalyzer (Agilent Technologies). Three biological replicates per age group were selected from the pre‐validation qPCR assay and subjected to further poly(A)‐RNA enrichment using Oligo d(T)_25_ magnetic beads (NEB). Approximately 1.4 μg Poly(A)‐RNA was chemically fragmented to ~100 nt using NEBNext RNA fragmentation buffer (NEB). RNA immunoprecipitation with m6A‐specific antibody (Synaptic System; cat no. 202003) was performed as described previously (Widagdo et al., 2016). The input and immunoprecipitated RNA were converted to libraries using the SMARTer Stranded Total RNA‐Seq Kit v2 Pico Input Mammalian (Takara Bio) and their dual combinatorial indices for multiplexing. For RNA sequencing, libraries were generated using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB). All libraries were sequenced on an Illumina HiSeq 4000 for paired‐end 150‐bp sequencing (Novogene).

### 2.3 MeRIP‐Seq and RNA‐Seq analyses

Detailed protocols to analyze the MeRIP‐Seq and RNA‐Seq data are described in Appendix S1 (Extended Methods).

### 2.4 Quantitative PCR

Reverse transcription of total (gene expression) or input and m6A‐immunoprecipitated RNA (for MeRIP‐qPCR) was performed using SuperScript IV (Invitrogen). The expression levels of candidate genes or region‐specific m6A were analyzed using SYBR‐green amplification with specific primers (Appendix S1) on the Rotor‐gene (Qiagen).

### 2.5 Western blotting

To determine the protein levels of Gpr17, hippocampal tissue was homogenized in cold lysis buffer (50 mM HEPES pH 7.4, 2 mM EDTA, 2 mM EGTA, 2 mM PMSF, complete protease inhibitor EDTA free and phosphatase inhibitor), followed by the addition of 2% SDS. The lysates were subjected to Western blotting as described previously (Zhu et al., 2017). The membrane was probed with specific antibody against Gpr17 (sc‐514,723, Santa Cruz). Protein was stained using Revert total protein stain (LI‐COR), and band intensities were quantified using Image Studio (LI‐COR).

### 2.6 Luciferase assay

Mini gene reporter constructs containing firefly luciferase fused with the 3'UTR of Gpr17 (Appendix S1) were transfected in HEK293 cells together with the control pRL‐TK plasmid (Promega) using Lipofectamine 2000 (Invitrogen). Cell lysates were collected 48 h later to measure the luciferase activity (Firefly/Renilla) using the Dual‐Luciferase Assay Kit (PerkinElmer).

### 2.7 mRNA stability assay

Tetracycline‐inducible *Tet‐Gpr17* plasmids containing luciferase‐Gpr17‐3'UTR (Appendix S1) were transfected in HEK293 cells together with pCAG‐TetON‐3G (Addgene, plasmid #96963). Doxycycline (final concentration 1 μg/ml) was added overnight to induce luciferase expression. Following doxycycline removal by complete medium change, RNA was isolated at 0, 8, 24, and 30 h for qPCR analysis of *luciferase* transcript levels.

### 2.8 Statistical analysis

Statistical analyses were conducted using the R package or Prism (GraphPad). Data from two groups were analyzed using a two‐tailed Mann–Whitney U test, and all error bars were expressed as standard deviation (*SD*) of the mean. *p*‐values are indicated in the figures and figure legends.

## AUTHOR CONTRIBUTIONS

JW conceived the project. JW and VA supervised the study. HH and JW performed experiments and analyzed the data. RS and JJLW assisted with bioinformatics. HH, VA, and JW wrote the manuscript. All authors reviewed the results and approved the final version of the manuscript.

## FUNDING INFORMATION

This work was supported by grants from the Australian Medical Research Future Fund (Clem Jones Centre for Ageing Dementia Research Flagship Project Grant) to VA, and a University of Queensland (UQ) Early Career Researcher Grant and UQ Amplify Fellowship to JW. HH is a recipient of a UQ Research Training Scholarship.

## CONFLICT OF INTEREST

None declared.

## Supporting information

**Appendix S1.** Extended Methods

**Table S1.** List of differentially methylated peaks

Table S2. KEGG pathways associated with differentially methylated genes

Figure S1. Validation of aging‐related gene expression changes in the hippocampus

Figure S2. m6A peaks in young and aged animals

## Data Availability

The sequenced data from the RNA‐Seq and MeRIP‐Seq experiments are available in the NCBI GEO repository under the accession code GSE217884.

# Supplementary material for: The N6‐methyladenosine RNA landscape in the aged mouse hippocampus
**Source:** Aging Cell. 2022 Dec 9;22(1):e13755. doi: 10.1111/acel.13755
**Supplement:** Supplementary file 1 — Appendix S1. Extended Methods

Extended Methods

MeRIP-seq and RNA-seq analyses

Quality control of sequencing reads. Sequenced reads (22-49 million total coverages) were subjected to Trimmomatic (version 0.36) (Bolger, Lohse, & Usadel, 2014) to trim off low quality reads and remove adaptors. All reads were then aligned against a custom contaminant list to further filter reads mapped to rRNA or Phi X genomes using Sortmerna (version 2.1) (Kopylova, Noe, & Touzet, 2012) or Bowtie2 (version 2.2.7) (Langmead & Salzberg, 2012).

Alignment and reads coverage. Sequenced reads were aligned to the mouse genome (mm10) with STAR (version 2.5.3a) (Dobin et al., 2013) using reference annotation GRCm38.86 or the later GRCm39 (for RNA-seq). Only uniquely mapped reads were selected by Samtools (version 1.3) to minimize the rate of false positives. Deeptools (Ramirez et al., 2016) was used to generate a bigwig format to facilitate visualization of the reads coverage and comparison among different samples.

m6A site detection and characterization. Macs2 (version 2.2.1) (Zhang et al., 2008) was used to detect m6A sites by setting the effective genome size as 1.87×10^9 , and *shiftsize* based on the length of RNA fragments (option of *—nomodel*). Peaks with fold enrichment over 3 were selected and recentered (+/-100bp of summit). All the filtered peaks were chosen for de novo motif analysis with MEME-CHIP (Machanick & Bailey, 2011). Peak counts were further generated by Subread (1.6.4) (Liao, Smyth, & Shi, 2014) and annotated with Bedtools (version 2.25.0) (Quinlan & Hall, 2010). Peaks were assigned to 6 non-overlapping regions: coding sequence (CDS), 5'UTR, 3'UTR, intron, start codon, and stop codon.

Differential m6A and gene expression analysis. Differentially expressed genes and differential changes in m6A peaks between young and aged samples were analyzed using the EdgeR likelihood ratio test (Robinson, McCarthy, & Smyth, 2010) ($FC > 1.5$; $FDR < 0.05$) with the additional option to remove unwanted sources of variation with RUV (Risso, Ngai, Speed, & Dudoit, 2014). 

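RUV estimates factors of unwanted variation from the data and removes them, and the deposited RNA-seq values carry the trace of such a step. Over the 1791 genes with a mean above 2000 adjusted counts, the log counts of the 6 libraries spread over their smallest remaining direction with a singular value of 0.0358 and over the removed direction with 8.5e-05, after each gene was centred. The spread along the removed direction was 0.9996 times the spread that rounding to whole numbers alone would give. The weights of the direction were 0.17, -0.25 and 0.11 for young replicates 1, 2 and 3 and -0.25, -0.52 and 0.75 for aged replicates 1, 2 and 3. The weights summed to 0.025 in the young and -0.025 in the aged mice, so that the direction barely differs between the ages. The value of any 1 library can therefore be computed from the other libraries, and leaving a library out does not remove all of its information. The authors' deposited average expression exceeded log2 of the mean CPM of the 6 deposited columns most for choroid plexus genes. Among genes with a mean above 50 adjusted counts, 13 of the 20 of largest excess were on the list of 28 choroid plexus markers, and the median excess over that list was 0.288.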

GO enrichment analysis based on biological processes and Kyoto Encyclopedia of Genes and Genomes (KEGG) were performed using the 'clusterProfiler' R package (Wu et al., 2021).

Generation of Gpr17 reporter constructs

Gene blocks (~400 nucleotide long) containing wildtype or mutated sequence of mouse *Gpr17* 3'UTR around Peak 1 or Peak 2 were ordered from Integrated DNA Technologies as detailed below (underlined adenine sites were mutated to thymine in the mutant constructs).

3-UTR-Peak1:

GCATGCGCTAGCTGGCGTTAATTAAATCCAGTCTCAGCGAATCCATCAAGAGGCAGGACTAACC
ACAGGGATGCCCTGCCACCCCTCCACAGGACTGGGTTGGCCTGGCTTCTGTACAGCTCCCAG
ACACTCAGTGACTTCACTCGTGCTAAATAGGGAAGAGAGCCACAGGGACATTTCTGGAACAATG
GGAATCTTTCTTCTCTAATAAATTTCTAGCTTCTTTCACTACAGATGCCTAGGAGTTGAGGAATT
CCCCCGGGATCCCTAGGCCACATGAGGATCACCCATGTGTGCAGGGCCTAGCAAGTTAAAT
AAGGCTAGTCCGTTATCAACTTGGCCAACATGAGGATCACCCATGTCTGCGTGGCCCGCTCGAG
GCTCTAGAATGC

3-UTR-Peak2:

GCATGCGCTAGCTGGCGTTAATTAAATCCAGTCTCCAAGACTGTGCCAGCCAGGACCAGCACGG
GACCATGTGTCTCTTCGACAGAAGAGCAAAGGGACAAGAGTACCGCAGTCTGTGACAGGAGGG

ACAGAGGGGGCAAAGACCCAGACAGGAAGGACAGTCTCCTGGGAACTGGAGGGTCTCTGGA
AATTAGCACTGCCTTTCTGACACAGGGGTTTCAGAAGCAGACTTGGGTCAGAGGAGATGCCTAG
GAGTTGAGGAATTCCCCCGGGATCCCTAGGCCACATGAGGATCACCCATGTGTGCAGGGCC
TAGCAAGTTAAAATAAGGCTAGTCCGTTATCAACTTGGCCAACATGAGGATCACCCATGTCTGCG
TGGCCCGCTCGAGGCTCTAGAATGC

The amplified gene block sequence was cloned into pISO (Yekta, Shih, & Bartel, 2004) downstream *Fluc* open reading frame using the *NheI* and *XbaI* restriction sites to generate *Fluc*-*Gpr17*(3'UTR):Peak1 or Peak2 wild-type or mutant.

The tetracycline-inducible firefly luciferase constructs were generated by subcloning the *Fluc*-3'UTR-*Gpr17* from the corresponding pISO luciferase plasmids into the *BamHI* and *XbaI* sites in pBI-Tet vector (Clontech) after amplification using

a forward primer: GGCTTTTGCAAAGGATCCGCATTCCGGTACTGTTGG; and

a reverse primer: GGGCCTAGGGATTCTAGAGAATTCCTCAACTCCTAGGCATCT.

Oligonucleotides

List of primers used in the qPCR analyses.

Name	Sequence (5' to 3')
<i>Gpr17</i> F	GTCTCTGGAAGTCAGCACGC
<i>Gpr17</i> R	AGACAAGTTCTCGCATCAGGC
<i>Gpr17peak1</i> F	ATCAAGAGGCAGGACTAACCAC
<i>Gpr17peak1</i> R	AAATGTCCCTGTGGCTCTCTTC
<i>Gpr17peak2</i> F	CAAGAGTACCGCAGTCTGTGA
<i>Gpr17peak2</i> R	CTCTGACCCAAGTCTGCTTCTG
<i>Neat1</i> F	CATGTGTTATGGTGGGGCCT
<i>Neat1</i> R	GCAGAGGGAATAGGTACGGC
<i>C4b</i> F	GGGAAACCAAGTGACAACAAGG
<i>C4b</i> R	CCTGTAGAGCAGAGCCTCTAA
<i>Cldn2</i> F	CAACTGGTGGGCTACATCCTA
<i>Cldn2</i> R	CCCTTGGAAGCAACCG
<i>Trem2</i> F	CTGGAACCGTCACCATCACTC
<i>Trem2</i> R	CGAAACTCGATGACTCCTCGG
<i>Rpl13a</i> F	TACGCTGTGAAGGCATCAAC
<i>Rpl13a</i> R	GGGAGGGGTTGGTATTCATC
<i>Fluc</i> F	ACTGGGACGAAGACGAACAC
<i>Fluc</i> R	GGGTGTTGAGCAAGATGGA
<i>Actb</i> F	CTTCGCGGGCGACGAT
<i>Actb</i> R	CCACATAGGAATCCTTCTGACC

References

- Bolger, A. M., Lohse, M., & Usadel, B. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics*, 30(15), 2114-2120. doi:10.1093/bioinformatics/btu170
- Dobin, A., Davis, C. A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., . . . Gingeras, T. R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*, 29(1), 15-21. doi:10.1093/bioinformatics/bts635
- Kopylova, E., Noe, L., & Touzet, H. (2012). SortMeRNA: fast and accurate filtering of ribosomal RNAs in metatranscriptomic data. *Bioinformatics*, 28(24), 3211-3217. doi:10.1093/bioinformatics/bts611
- Langmead, B., & Salzberg, S. L. (2012). Fast gapped-read alignment with Bowtie 2. *Nat Methods*, 9(4), 357-359. doi:10.1038/nmeth.1923
- Liao, Y., Smyth, G. K., & Shi, W. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics (Oxford, England)*, 30(7), 923-930. doi:10.1093/bioinformatics/btt656
- Machanic, P., & Bailey, T. L. (2011). MEME-ChIP: motif analysis of large DNA datasets. *Bioinformatics (Oxford, England)*, 27(12), 1696-1697. doi:10.1093/bioinformatics/btr189
- Quinlan, A. R., & Hall, I. M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics (Oxford, England)*, 26(6), 841-842. doi:10.1093/bioinformatics/btq033
- Ramirez, F., Ryan, D. P., Gruning, B., Bhardwaj, V., Kilpert, F., Richter, A. S., . . . Manke, T. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Research*, 44(W1), W160-165. doi:10.1093/nar/gkw257
- Risso, D., Ngai, J., Speed, T. P., & Dudoit, S. (2014). Normalization of RNA-seq data using factor analysis of control genes or samples. *Nat Biotechnol*, 32(9), 896-902. doi:10.1038/nbt.2931
- Robinson, M. D., McCarthy, D. J., & Smyth, G. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*, 26(1), 139-140. doi:10.1093/bioinformatics/btp616
- Wu, T., Hu, E., Xu, S., Chen, M., Guo, P., Dai, Z., . . . Yu, G. (2021). clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (Camb)*, 2(3), 100141. doi:10.1016/j.xinn.2021.100141
- Yekta, S., Shih, I. H., & Bartel, D. P. (2004). MicroRNA-directed cleavage of HOXB8 mRNA. *Science*, 304(5670), 594-596. doi:10.1126/science.1097434
- Zhang, Y., Liu, T., Meyer, C. A., Eickhout, J., Johnson, D. S., Bernstein, B. E., . . . Liu, X. S. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol*, 9(9), R137. doi:10.1186/gb-2008-9-9-r137

# Supplementary material for: The N6‐methyladenosine RNA landscape in the aged mouse hippocampus
**Source:** Aging Cell. 2022 Dec 9;22(1):e13755. doi: 10.1111/acel.13755
**Supplement:** Supplementary file 2 — Table S1. List of differentially methylated peaks

Chr	Start	End	IP_Y1	IP_Y2	IP_Y3	IP_A1	IP_A2	IP_A3	m6alogFC	m6alogCPM	m6aLR	m6aPValue	m6aFDR	strand	type	genename	function
19	6531447	6531663	39	26	115	15	9	5	-1.66209186	1.561681186	24.39957991	7.83E-07	5.69E-05	+	Exon	Nrxn2	protein_coding
X	170673335	170673535	108	114	744	82	23	65	-1.469979049	3.835525366	13.57124389	0.000229677	0.003968756	+	Intron	Asmt	protein_coding
3	132839354	132839554	97	70	267	37	28	31	-1.244433239	2.834527453	22.81846474	1.78E-06	0.000106013	+	3'UTR	Tbck	protein_coding
X	139809371	139809571	432	91	726	66	23	162	-1.202532883	4.248706755	10.90595694	0.000958555	0.011255644	+	Exon	Cldn2	protein_coding
X	139809371	139809571	432	91	726	66	23	162	-1.202532883	4.248706755	10.90595694	0.000958555	0.011255644	+	Stop codon	Cldn2	protein_coding
X	139809371	139809571	432	91	726	66	23	162	-1.202532883	4.248706755	10.90595694	0.000958555	0.011255644	+	3'UTR	Cldn2	protein_coding
7	29965372	29965572	112	67	321	65	28	30	-1.061294888	3.046092128	16.57175862	4.68E-05	0.001221637	+	Exon	C230062116Rik	processed_transcript
7	29965372	29965572	112	67	321	65	28	30	-1.061294888	3.046092128	16.57175862	4.68E-05	0.001221637	-	Exon	Gm10169	processed_pseudogene
10	3957576	3957776	104	60	160	37	21	33	-1.018662698	2.518110248	21.28753465	3.95E-06	0.000197327	+	Exon	Plekhhg1	protein_coding
18	31945466	31945668	2726	1806	3878	1194	570	743	-1.003718247	7.133056417	50.68360957	1.09E-12	7.66E-10	-	3'UTR	Gpr17	protein_coding
5	53653565	53653768	73	42	109	29	12	24	-0.988208183	2.023501159	16.12037239	5.94E-05	0.001471488	+	Exon	Rbpj	protein_coding
5	53653565	53653768	73	42	109	29	12	24	-0.988208183	2.023501159	16.12037239	5.94E-05	0.001471488	+	Stop codon	Rbpj	protein_coding
5	53653565	53653768	73	42	109	29	12	24	-0.988208183	2.023501159	16.12037239	5.94E-05	0.001471488	+	3'UTR	Rbpj	protein_coding
X	134973262	134973462	188	207	322	141	50	58	-0.882615235	3.700685743	15.70911118	7.39E-05	0.001690061	-	Exon	Zmat1	protein_coding
18	31946588	31946788	2681	1618	3224	1114	508	854	-0.873679656	7.021952396	42.45897732	7.22E-11	2.64E-08	-	3'UTR	Gpr17	protein_coding
5	124340537	124340737	379	328	484	175	102	123	-0.867272031	4.421553956	29.08215283	6.94E-08	8.26E-06	+	Exon	2810006K23Rik	protein_coding
1	162648698	162648921	998	929	838	356	239	349	-0.83799753	5.650499539	23.56860497	1.21E-06	8.08E-05	+	Exon	Myoc	protein_coding
1	162648698	162648921	998	929	838	356	239	349	-0.83799753	5.650499539	23.56860497	1.21E-06	8.08E-05	-	Intron	7420461P10Rik	protein_coding
18	31946133	31946335	743	552	984	340	171	264	-0.835410574	5.337816466	33.4472359	7.32E-09	1.41E-06	-	3'UTR	Gpr17	protein_coding
5	110128791	110128991	179	102	287	82	53	45	-0.825417746	3.34098219	16.82508116	3.89E-05	0.001085276	+	Exon	Zfp605	protein_coding
11	77454686	77454886	179	110	193	65	49	48	-0.82120125	3.152949714	17.41747868	3.00E-05	0.000895556	+	Exon	Ssh2	protein_coding
3	35894941	35895141	571	263	526	222	83	165	-0.810862933	4.597918453	19.36523015	1.08E-05	0.000418441	-	3'UTR	Dcun1d1	protein_coding
18	37686571	37686771	333	286	566	139	97	162	-0.800216958	4.414940212	15.71695691	7.36E-05	0.00168697	+	Exon	Pcdhga4	protein_coding
X	94637096	94637328	552	376	652	289	83	204	-0.797119617	4.830652192	17.70450179	2.58E-05	0.000809595	+	Exon	Gspt2	protein_coding
13	14186896	14187138	1467	827	1643	580	320	463	-0.773759517	6.128358201	31.35752379	2.15E-08	3.17E-06	+	Exon	Arid4b	protein_coding
4	40976662	40976862	381	410	442	207	108	140	-0.767513336	4.52087909	24.42141466	7.74E-07	5.67E-05	+	Exon	Nfk1	protein_coding
7	29776101	29776301	236	120	276	111	47	62	-0.766462998	3.52287908	17.54321352	2.81E-05	0.000859895	+	Exon	Zfp84	protein_coding
X	13156175	13156382	2895	1589	3654	1190	627	1024	-0.740428943	7.168210886	30.82634395	2.83E-08	3.91E-06	+	Exon	Usp9x	protein_coding
17	32305632	32305832	190	275	195	150	50	58	-0.73995545	3.658069178	14.23279235	0.000161531	0.003058568	-	Exon	Akap8	protein_coding
7	12810082	12810282	265	156	307	96	51	112	-0.736761607	3.746312245	13.7359273	0.000114961	0.002362319	-	Exon	Zfp329	protein_coding
2	140661277	140661477	407	184	366	115	73	147	-0.732577291	4.129071416	11.86249831	0.000572757	0.007723228	-	Exon	Flrt3	protein_coding
17	94816303	94816503	768	632	988	340	216	310	-0.73061078	5.452189116	21.82925681	2.98E-06	0.000160089	-	Intron	Gm1976	lincRNA
1	179753845	179754045	379	230	380	150	89	123	-0.717714202	4.197182369	18.71638748	1.52E-05	0.000537504	-	Exon	Ahctf1	protein_coding
1	179753845	179754045	379	230	380	150	89	123	-0.717714202	4.197182369	18.71638748	1.52E-05	0.000537504	-	3'UTR	Ahctf1	protein_coding
11	111024352	111024552	240	112	476	120	69	74	-0.707871396	3.856426357	13.92891712	0.000189855	0.00344317	+	Exon	Kcnj16	protein_coding
11	111024352	111024552	240	112	476	120	69	74	-0.707871396	3.856426357	13.92891712	0.000189855	0.00344317	+	Start codon	Kcnj16	protein_coding
11	111024352	111024552	240	112	476	120	69	74	-0.707871396	3.856426357	13.92891712	0.000189855	0.00344317	+	5'UTR	Kcnj16	protein_coding
5	104522315	104522315	284	132	306	149	59	57	-0.705266614	3.727887079	10.86293451	0.000981081	0.011462182	+	Exon	BC005561	protein_coding
9	20593827	20594027	245	170	345	136	48	100	-0.704963573	3.813983785	15.515154	8.18E-05	0.001816356	+	Exon	Zfp846	protein_coding
9	20593827	20594027	245	170	345	136	48	100	-0.704963573	3.813983785	15.515154	8.18E-05	0.001816356	+	3'UTR	Zfp846	protein_coding
14	45280015	45280215	261	135	298	116	47	90	-0.704708643	3.677353715	15.91773199	6.62E-05	0.001587322	+	Exon	Gpr137c	protein_coding
14	45280015	45280215	261	135	298	116	47	90	-0.704708643	3.677353715	15.91773199	6.62E-05	0.001587322	+	Stop codon	Gpr137c	protein_coding
14	45280015	45280215	261	135	298	116	47	90	-0.704708643	3.677353715	15.91773199	6.62E-05	0.001587322	+	3'UTR	Gpr137c	protein_coding
3	95327484	95327684	442	339	472	227	108	145	-0.702931464	4.549521641	21.40790189	3.71E-06	0.00018626	-	Exon	Setdb1	protein_coding
9	58199704	58199904	578	572	669	314	152	237	-0.701203192	5.092200862	22.93105105	1.68E-06	0.000101201	-	Exon	Islr2	protein_coding
5	104521856	104522056	306	248	276	139	83	95	-0.701187064	3.979864515	19.00328084	3.73E-05	0.001069056	+	Exon	BC005561	protein_coding
16	36912229	36912429	434	336	443	215	130	114	-0.700804752	4.508178407	15.51505646	8.19E-05	0.001816356	+	Exon	Golgb1	protein_coding
10	90601841	90602070	158	129	306	79	51	81	-0.695998265	3.458586664	11.08704618	0.000869328	0.010441225	+	Intron	Anks1b	protein_coding
19	44941409	44941609	200	128	305	86	69	67	-0.694479084	3.549469516	12.7915592	0.000348187	0.00534391	+	Exon	Fam178a	protein_coding
1	66414618	66414818	4492	3469	5914	2465	1181	1630	-0.691609202	7.98305205	27.75279474	1.38E-07	1.47E-05	+	Exon	Map2	protein_coding
18	34314611	34314849	1156	515	1195	428	236	363	-0.68885882	5.687994081	19.8241761	8.49E-06	0.000352593	+	Exon	Apc	protein_coding
10	95412755	95412955	425	249	512	222	93	131	-0.684446204	4.44619131	18.20912016	1.98E-05	0.000674596	-	Exon	Socs2	protein_coding
X	108743404	108743608	513	291	753	227	125	203	-0.682178	4.813486308	19.70709916	9.03E-06	0.000367763	-	Exon	Brwd3	protein_coding
X	108743404	108743608	513	291	753	227	125	203	-0.682178	4.813486308	19.70709916	9.03E-06	0.000367763	-	3'UTR	Brwd3	protein_coding
10	43582895	43583095	744	437	888	327	137	313	-0.681946556	5.24052182	15.67799205	7.51E-05	0.00171018	+	3'UTR	Cd24a	protein_coding
17	17387158	17387358	645	554	809	392	149	253	-0.68128532	5.225900318	19.38412031	1.07E-05	0.000415954	+	Exon	Chd1	protein_coding
14	88468117	88468404	1532	1139	1858	789	395	548	-0.680612553	6.381156002	26.83423348	2.22E-07	2.15E-05	-	Exon	Pcdh20	protein_coding
15	12374672	12374872	295	226	407	141	63	148	-0.680609522	4.115680692	13.07288939	0.000299601	0.004760649	-	Exon	Pdzd2	protein_coding
5	49961149	49961349	267	193	288	110	59	116	-0.680490553	3.823618263	14.07029934	0.000176103	0.003253457	-	Exon	Adgra3	protein_coding
2	104147606	104147806	261	164	267	148	49	75	-0.680133634	3.705766126	13.09361001	0.000296305	0.004731303	-	3'UTR	D430041D05Rik	protein_coding
3	108151662	108151862	325	205	450	129	108	111	-0.678787369	4.176263999	13.33237674	0.000260863	0.00431165	-	5'UTR	Gpr61	protein_coding
17	87437692	87437892	184	332	133	110	46	88	-0.674075409	3.644320027	13.85675937	0.000197286	0.00353658	-	Intron	Calm2	protein_coding
3	108618961	108619161	620	379	603	302	129	192	-0.673579266	4.897242617	18.33542929	1.85E-05	0.000637915	+	Exon	Wdr47	protein_coding
11	100463177	100463377	330	297	375	160	115	107	-0.673506811	4.251153643	14.26812881	0.000158526	0.003013223	-	Exon	Klhl11	protein_coding

How the deposited data were processed for this re-analysis (not part of the article)

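The RNA-seq data are of hippocampi from 3 young (3-month-old) and 3 aged (20-month-old) male C57BL/6 mice, with 1 library per mouse. The methods state that the replicates were selected from a qPCR assay made beforehand, and do not name the criterion. The methods give 12 weeks for the young mice, and the sample labels and the results give 3 months. The groups were taken from the sample labels and the paper. MeRIP-Seq libraries, qRT-PCR, Western blots and reporter assays were not analysed here.

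The authors deposited a table of 16703 genes with a log2 CPM value for each library, a log2 average expression and a log2 fold change. The authors also deposited a likelihood ratio statistic, which is a score with no fixed range, and a p-value and an FDR for each gene. The authors' processing notes name R 4.05, Trim Galore 0.6.6, STAR 2.7.8a, edgeR and the genome build mm39. The authors' extended methods name Trimmomatic, another STAR version, uniquely mapped reads, and the likelihood ratio test of edgeR with an option of RUV, which removes factors of unwanted variation. The authors removed genes of low expression before the deposit, by a rule not given in the sources used here.

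The log2 values were turned back into counts, which were whole to within 1.2e-08. The log counts of the 6 libraries hold 1 direction fewer than 6 separate libraries would, with a spread along that direction of 0.9996 times the one that rounding alone gives (1791 genes with a mean above 2000 adjusted counts). The authors' values are therefore adjusted counts, from which 1 factor was removed, and their totals (15238190 to 17548247) are not the sequencing depth. The depth of each library is not known from these values, and no counting interval was computed. Aged replicates 2 and 3 differed by less than the sampling noise (0.562 times the noise over genes of 50 to 500 adjusted counts), which the removal of a factor gives in simulated libraries (as low as 0.152 times). They were therefore kept as 2 samples, and a fit with their mean as 1 sample was added as an alternative.

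Before the data were examined, a quasi-likelihood count test with no covariate was planned, and, for normalized values, limma on log2(value + 1). Because the deposited unit is log2 CPM of adjusted counts, limma 3.58.1 (R 4.3.3, trended variance) was run on the log2 CPM as deposited, with age and the removed direction as terms (3 residual and 12.3 prior degrees of freedom). The removed direction was added after the fit without it had been seen (93 genes higher and 58 lower at a fold change of at least 1.5) and before the calls of the new fit were seen. It returns the degree of freedom that the removal used up. The factor was estimated from the same libraries, so p-values remain somewhat too small. Fold changes are on the log2 CPM scale with the authors' prior count. P-values were adjusted by the Benjamini-Hochberg method over 16703 genes, and calls used the paper's thresholds (FDR 0.05, fold change 1.5). In 5 cases 2 rows share a gene name, and they were kept apart by their identifiers.

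The steps were tested on simulated data before use. In 20 simulations of aged against young mice over 16703 genes with a factor removed and 200 genes changed, the fit recovered 76.4% of genes changed by 1.5-fold, 91.6% by 2-fold and 99.8% by 4-fold, and 7.54% of calls were false (8.36% without the term), above the 5% aimed at. The changed genes were drawn from those with a mean above 20 counts, and the simulated spread came from the adjusted values. Recovery of genes with lower counts was not tested.

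In total 40 gene lists (cell types, pathways and complexes) fixed before the data were examined were tested with camera at a preset correlation of 0.01 between genes, again with an estimated correlation, and with fry. The version with an estimated correlation rests on the 3 residual degrees of freedom and has little power. No gene ontology annotation was used here, so the paper's GO analysis was not repeated. The genes named in the text are those the paper names, the 10 largest rises and 10 largest falls among called genes with a mean of at least 1 CPM and no overlap between the groups, the 4 members of smallest p of each list past its test, and the 4 m6A genes of smallest p. A few others are marked as chosen after their values were seen, or are list members given as values.

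The copy of Table S1 used here holds 831 rows, 821 of them with values, for 512 distinct peaks, while the paper states 862 peaks. Changes in m6A are the paper's values in this copy. They were averaged over the distinct peaks of a gene and matched by gene name, and Spearman's correlation coefficient and Pearson's r across genes were tested with 100000 permutations. No overlap or enrichment test was run on this table. The m6A peaks and the RNA values use different genome builds, and no coordinates of genes from the RNA values are given. Alternatives were other scalings, pseudocounts, filters and tests, the replicate number as a block, choroid plexus markers as a covariate, each library left out in turn and the authors' own values. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.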

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

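The test of the removed factor was chosen after the result was seen, and the tests of choroid plexus and fibroblast markers were chosen before. Each list below passed camera at a preset correlation between aged and young mice and is not discussed in the paper. With the ages as they are, 23 of 40 lists passed camera at a preset correlation, and in the other splits of the 6 libraries 10 to 18 lists passed. Each of the other splits mixes the ages unevenly and so keeps part of the age difference, and no test separated this from other structure of the samples. With an estimated correlation no list passed, but that version rests on the 3 residual degrees of freedom and has little power. By fry, neurogenesis passed (adjusted p = 0.048). Choroid plexus (adjusted p = 0.16 from fry), meningeal fibroblasts (0.60), immediate early genes (0.36), ribosomal proteins (0.051) and heat shock (0.11) did not. The number of splits with as many lists was 1, of 10 splits, too few for a share under 0.05.

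Choroid plexus markers were lower in the aged samples, with a median log2 fold change of -1.11 over 28 genes, and Cldn2, which the paper reports by qRT-PCR, is one of them. Less choroid plexus tissue in the aged samples is a candidate explanation. The other 27 markers had a median of -1.08, which lies 0.63 above the value of Cldn2 where a gap of at most 0.5 had been set beforehand, and Ttr, the most abundant marker, was at 2482 to 2531 CPM in the young and at 252 to 2336 CPM in the aged mice (log2 fold change -1.92, adjusted p = 0.058 from limma). Putting back the factor that the authors removed moves the log2 fold change of Cldn2 by at most 0.064, but the weights of the factor, which sum to 0.025 in the young and -0.025 in the aged mice, fixed this outcome, so the test decides nothing. How far the removal changed the values of Cldn2 in single mice, and with them their spread and separation by age, stays open. Among genes with a mean above 50 adjusted counts, 13 of the 20 whose authors' average most exceeded log2 of the mean deposited CPM were choroid plexus markers. In Table S1 the immunoprecipitated counts of the Cldn2 peak, which are not scaled to the library, overlap between the ages. An age-related change of the choroid plexus itself and a different share of it in the dissected tissue cannot be told apart, because the markers fall in both.

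Markers of meningeal fibroblasts had a median log2 fold change of -0.25 over 25 genes. For the collagen and matrix genes, fewer meningeal fibroblasts in the aged samples may account for part of the fall. The 8 measured fibroblast markers that are not matrix genes had a median of -0.15 (spread of the median 0.067, range -0.66 to 0.05), between the bounds set beforehand. Fewer such cells and a lower output of matrix genes per cell cannot be told apart, because these markers spread over both bounds. Col9a3 and Col8a2 are choroid plexus markers as well, and lost their calls with choroid plexus markers as a covariate (log2 fold changes -0.32 and -0.44).

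Neurogenesis genes had a median log2 fold change of -0.20, with 3 of 20 lower: Dpysl3 (-0.50), Sox11 (-0.61) and Igfbpl1 (-1.91). Immediate early genes, which neuronal activity induces, had a median of 0.39, with 3 of 17 higher: Nr4a1 (0.58), Egr1 (0.35) and Arc (0.38). Cytosolic ribosomal protein genes had a median of 0.14, with 17 of 76 higher and none lower. Genes of the heat shock and unfolded protein response had a median of -0.13, with 5 of 19 lower, including Hsp90b1 (-0.28) and Hspa5 (-0.29). When adjusted over each list alone, 7 neurogenesis genes were lower and 1 higher, and 10 immediate early genes were higher and 1 lower. In the same way 45 ribosomal protein genes were higher and none lower, and 9 heat shock genes were lower and none higher. Without the removed direction as a term, Igfbpl1, Egr1, Arc and Hspa5 were not past the threshold (adjusted p = 0.074, 0.069, 0.079 and 0.069 from limma).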

How the results depend on the processing

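The fit without the removed direction, the mean of aged replicates 2 and 3 as 1 sample, and voom were chosen after the data had been seen. The likelihood ratio test, that test with RUV, DESeq2 and a fit with no filter were not run, since they need raw counts or genes that are not used here. Leaving out 1 library makes the fit weaker by its construction, the more so without aged replicate 3, where the removed direction has a correlation of -0.75 with age. That fit also moves the fold changes, so a value without aged replicate 3 does not show how far a result rests on that mouse. No call changed direction under any alternative, over the genes called at any fold change in both.

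With choroid plexus markers as a covariate, 21 genes were higher and 26 lower past both thresholds, and 34 and 31 at any fold change; 48 of the 331 genes kept their call. In the authors' deposited table the numbers are 125, 120, 337 and 295. Without the removed direction as a term, 319 were higher and 204 lower at any fold change (302 of the 331 kept), and with aged replicates 2 and 3 averaged 86 were lower. The cause was not tested. Other scalings, pseudocounts, filters and voom kept each count within 1.5 times. Leaving out each library in turn gave 27 to 73 genes higher and 10 to 57 lower past both thresholds, 59 to 184 and 22 to 116 at any fold change, 11 to 14 lists higher and 7 to 11 lower, and 0 to 1 genes of the m6A machinery. With an estimated correlation, 0 lists were higher and 0 lower, in a version with little power here. By fry 3 were higher (activated microglia, homeostatic microglia and class I antigen presentation) and 1 was lower (neurogenesis).

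With the replicate number as a block, 69 genes were higher and 74 lower past both thresholds, 226 and 163 at any fold change, and 13 and 10 lists. This fit leaves fewer residual degrees of freedom than the main one. The deviations of young and aged mice of the same number had correlations of 0.14, -0.24 and -0.46, and of the 3 numbers only number 1 correlated best with its own. The removal of a factor ties the deviations of the 6 libraries together, so these correlations cannot show whether the numbers pair the mice.

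Spearman's coefficient across all DM genes ranged from 0.252 to 0.317 over the left-out libraries, and from 0.273 to 0.509 for 3'UTR peaks. It ranged from 0.771 to 0.800 for the genes with RNA FDR under 0.05 in the main fit. Those genes had been chosen with all 6 libraries and were kept fixed, so this range does not show how their choice depends on 1 library. Within hypermethylated genes alone it was 0.049, 0.083 and 0.28, and within hypomethylated genes alone 0.0017, -0.0060 and 0.28, each no longer past the threshold; the cause was not tested.

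Of 108 named results, 78 were called. With choroid plexus markers as a covariate 53 lost their call at an unchanged sign and Mfrp lost it with its sign turned. Of the 53, 22 had a fold change at least as large as before; the covariate has a correlation of -0.80 with age, which weakens the fit, so a lost call alone does not show dependence on choroid plexus content. Without aged replicate 3, 52 lost their call, and without the removed direction as a term 10. The signs that turned were not past the threshold in that fit: Mfrp at 0.24, Eif6 at 0.029, Adarb2 at -0.074 and Acta2 at -0.061 with the choroid plexus covariate, Eif6 at 0.10, Adarb2 at -0.076 and Acta2 at -0.0083 without aged replicate 3, and Pcdh9 at 4.9e-04 without young replicate 2. Values furthest from their own in the other direction were -0.097 for Pcdh9 without aged replicate 3, -0.13 for Eif6 without young replicate 2 and 0.53 for Acta2 without aged replicate 1 (adjusted p = 0.0498 from limma). Mfrp is a choroid plexus gene and was called (-2.14). C4b, C3, Il33, Neat1, Hapln2, Apod and Gpr17 kept their calls under every alternative, with an adjusted p for Gpr17 of up to 0.03. The depth is not known, and it sets no limit here that could be computed.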

Differences from the paper's values

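At an FDR under 0.05 and a fold change of at least 1.5, the paper reports 125 genes higher in the aged mice, and the re-analysis gave 63. The paper reports 121 genes lower, and the re-analysis gave 55. Of the alternatives set before the data were examined, only the authors' deposited table comes within 1.5 times, with 125 and 120. Other scalings, pseudocounts of 0.1 and 1, a minimum of 10 adjusted counts, the replicate number as a block, the choroid plexus covariate and each library left out gave 21 to 73 higher and 10 to 74 lower. The fit without the removed direction as a term, chosen after the data had been seen, gave 93 higher, within 1.5 times of the paper, and 58 lower, so that part of the gap for the higher genes comes with this term.

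The paper names Espn among the genes with co-regulated m6A and transcript levels, and its log2 fold change of 0.69 was not past the threshold here (adjusted p = 0.074 from limma). It is past the threshold in the authors' deposited table (FDR 0.013) and in the fit without the removed direction as a term (adjusted p = 0.041 from limma), which was chosen after the values were seen. Under the alternatives its adjusted p ranged from 0.013 to 0.56.

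The text names Pcdh9 and Pcdh3 among the upregulated genes. Pcdh9 had a log2 fold change of -0.03 (adjusted p = 0.82 from limma; FDR 0.82 in the authors' deposited table), and no gene named Pcdh3 was tested. Pcdhb9 and Pcdhb3, the names in Figure 2c, rose by 0.85 and 0.86 on the log2 scale.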

Other observations

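The test of Ide was chosen after the result was seen; the tests of Gpr17, of the m6A and RNA changes and of the other splits were chosen before. Among cell types that the text does not describe, mural cells had 2 of 14 markers higher, Rgs5 (log2 fold change 0.29) and Notch3 (0.55), and the list had a median of 0.17. Of 16 genes of inhibitory neurons, 2 were higher, the neuropeptides Sst (0.32) and Npy (0.32), and of 19 genes of excitatory neurons 1 was lower, the NMDA receptor subunit Grin2b (-0.23). Of the lymphocyte markers only Ighm, the immunoglobulin heavy chain of B cells, was measured, and it rose by 0.97. In the clustered protocadherins, 7 of 21 Pcdhb genes were higher and none was lower, and the whole cluster list of 55 genes had 8 higher and 1 lower with no call by camera (adjusted p = 0.14).

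Lists with no call by camera included astrocytes, ependymal cells, endothelial cells, red blood cells, class II antigen presentation, dentate granule neurons, CA1 neurons, CA2 and CA3 neurons, thalamus, neocortex, striatum, nuclear genes of oxidative phosphorylation, the circadian clock and senescence (adjusted p = 0.105 to 0.989). Genes of cell division were lower by camera (median log2 fold change -0.19, adjusted p = 0.0043, and adjusted p = 0.34 with an estimated correlation), with 1 gene, Top2a, past the threshold. Mitochondrial transcripts had a median log2 fold change of 0.09 and were higher by camera (adjusted p = 0.0025, and adjusted p = 0.40 with an estimated correlation), with no gene past the threshold.

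Ide, which encodes the insulin-degrading enzyme, is singled out after its values were seen. It fell from 87.1 ± 1.48 to 44.3 ± 5.17 CPM in the aged mice (SD, n = 3 per group; log2 fold change -0.98, adjusted p = 9.4e-06 from limma). A hypothesis is that the young and aged mice carry different copy numbers of Ide and Fgfbp3, which are known to vary together among C57BL/6J mice; the paper names the strain only as C57BL/6. Fgfbp3 fell as well, with a log2 fold change of -0.76 (adjusted p = 0.0097 from limma). Btaf1 of the same region fell by 0.49 on the log2 scale, while Cpeb3 (0.03) and Marchf5 (0.0026) of the region did not pass the test, which a single unbroken segment over all of them would not give. Copy number was not measured, and an effect of age on Ide and Fgfbp3 stays open and untested.

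The fall of Gpr17 may come from fewer cells at the committed precursor stage or from less Gpr17 per cell. The other 6 markers of that stage that were set beforehand had a median log2 fold change of -0.071 (spread of the median 0.118, range -0.78 to 0.29). This lies on the side that had been written beforehand as arguing against fewer cells, but passes that bound by less than the spread of the median, a margin that was not part of the bound as written. The explanations cannot be told apart, because the markers go both ways.

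The m6A and RNA changes across DM genes could go together because immunoprecipitated counts carry the transcript's own change. Over the 28 DM genes with an RNA FDR under 0.05 the slope of the m6A on the RNA log2 fold change was 1.17 (95% confidence interval 0.917 to 1.43), as this explanation predicts. The test decides little, because DM genes were chosen for a change of at least 1.5-fold: with every m6A change set to that threshold and its own sign, the slope would be 0.814. Table S1 gives immunoprecipitated counts and no input counts, and the extended methods name no correction for input in the test of m6A peaks. Where no such correction was made, the m6A changes carry the RNA change by construction. Whether a shared regulation adds to this cannot be told from these values, and the threshold on m6A also fixes much of the slope.

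Of the 10 ways to split the 6 libraries into groups of 3, the ages gave 118 genes past both thresholds and 331 at any fold change, and the highest of the other splits gave 1 and 1. With 10 splits a share under 0.05 is not possible. The removed direction barely differs between the ages (weights summing to 0.025 and -0.025), which favours the split by age over the others.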
